# TNF Is Partially Required for Cell-Death-Triggered Skin Inflammation upon Acute Loss of cFLIP

**DOI:** 10.3390/ijms21228859

**Published:** 2020-11-23

**Authors:** Maria Feoktistova, Roman Makarov, Martin Leverkus, Amir S. Yazdi, Diana Panayotova-Dimitrova

**Keywords:** keratinocytes, cell death, inflammation, cFLIP, TNF, skin

## Abstract

cFLIP is required for epidermal integrity and skin inflammation silencing via protection from TNF-induced keratinocyte apoptosis. Here, we generated and analyzed cFLIP epidermal KO mice with additional TNF deficiency. Intriguingly, the ablation of TNF rescued the pathological phenotype of epidermal cFLIP KO from characteristic weight loss and increased mortality. Moreover, the lack of TNF in these animals strongly reduced and delayed the epidermal hyperkeratosis and the increased apoptosis in keratinocytes. Our data demonstrate that TNF signaling in cFLIP-deficient keratinocytes is the critical factor for the regulation of skin inflammation via modulated cytokine and chemokine expression and, thus, the attraction of immune cells. Our data suggest that autocrine TNF loop activation upon cFLIP deletion is dispensable for T cells, but is critical for neutrophil attraction. Our findings provide evidence for a negative regulatory role of cFLIP for TNF-dependent apoptosis and partially for epidermal inflammation. However, alternative signaling pathways may contribute to the development of the dramatic skin disease upon cFLIP deletion. Our data warrant future studies of the regulatory mechanism controlling the development of skin disease upon cFLIP deficiency and the role of cFLIP/TNF in a number of inflammatory skin diseases, including toxic epidermal necrolysis (TEN).

## 1. Introduction

Tumor necrosis factor (TNF) is a pleiotropic cytokine which is critical for retaining tissue homeostasis by controlling both cell death and inflammation. Several checkpoints decide if TNF will lead to cell death or survival [1]. The first checkpoint is the TNF-R1 signaling complex (complex I), which forms upon TNF-R1 activation. The signaling mediated by this complex triggers the activation of NF-κB and mitogen-activated protein kinase (MAPK) signaling, which results in the secretion of proinflammatory cytokines, including TNF [2]. Alternatively, TNF-R1 signaling can result in the formation and activation of secondary cytoplasmic complexes IIa and IIb (ripoptosome). Complexes II are formed upon interaction among RIPK1, adaptor protein FADD, caspase-8, and its protease deficient homolog cFLIP. Cleavage of caspase-8 on this platform results in the activation of apoptotic cell death. Alternatively, RIPK1 can directly interact with RIPK3, which activates necroptotic cell death. cFLIP has a critical role in the apoptosis or necroptosis decision within the ripoptosome [3].

The skin provides the first mechanical and immunological barrier protecting the body from environmental or microbial danger, and the maintenance of the skin homeostasis is of critical importance [4]. The key molecules in cell death signaling, caspase-8, FADD, and cFLIP, were shown to be essential for the maintenance of skin homeostasis [5,6,7], since loss of any of these molecules resulted in severe inflammatory skin disease. The constitutive deletion of caspase-8 or FADD in keratinocytes was demonstrated to result in necroptotic cell death and skin inflammation [5,6]. In contrast, the acute loss of cFLIP in adult skin resulted in a severe inflammatory skin disease due to massively increased apoptosis in keratinocytes [7,8]. In accordance, while the embryonic lethality of caspase-8-deficient animals is rescued by concomitant ablation of RIPK3, cFLIP-deficient animals are only able to survive when both RIPK3 and FADD are additionally deleted [9]. The apoptotic cell death in cFLIP-deficient keratinocytes is dependent on the autocrine TNF loop triggered by deletion of cFLIP [7]. The inhibition of autocrine TNF signaling by TNF-R2-Fc results in partial protection of cFLIP-deficient keratinocytes from cell death and an ameliorated pathological skin phenotype [7]. As a cFLIP-deficient skin strongly resembles the typical skin morphology of patients with toxic epidermal necrolysis (TEN), we previously suggested that cFLIP deficiency is a possible prerequisite for the fulminant cell death in the skin of TEN patients [7,10]. In accordance with these data, a study reported that an early inhibition of the TNF signaling by TNF-R-Fc resulted in complete healing of 10 patients with TEN [11], confirming the critical role of TNF-dependent cell death in this pathology.

In this work, we generated and analyzed a double-knockout mouse model lacking TNF completely and cFLIP exclusively in keratinocytes. With this new genetic mouse model, we can confirm that the inflammatory skin disease that results from the epidermal deletion of cFLIP is strongly but not exclusively dependent on TNF. Additional, yet unknown signaling pathways beyond TNF signaling may play a role in the cell death and inflammatory pathogenicity in cFLIP-deficient skin.

## 2. Results

### 2.1. TNF Deficiency Delays the Development of Inflammatory Skin Disease and Protects from Weight Loss and Mortality upon cFLIP Deletion

We could previously show the role of the TNF autocrine loop for the cell death induced in cFLIP-deficient keratinocytes in vivo [7]. In our previous experiments, we used a soluble TNF receptor 2 fusion protein (recombinant TNF-R2-Fc) for inhibition of TNF-dependent signaling in the skin of cFLIP epidermal KO mice [7]. In the present study, we aimed to test whether genetic ablation of TNF could completely prevent the strong skin phenotype induced by cFLIP ablation. To address this aim, we generated mice with temporally and spatially controlled deletion of cFLIP in keratinocytes and complete lack of TNF by crossing cFLIP^fl/fl^-K14CreER^tam^ mice with TNF^−/−^ mice.

To achieve exclusively epidermal cFLIP deletion in adult animals, cFLIP^fl/fl^-K14CreER^tam^ (cFLIP KO), TNF^−/−^cFLIP^fl/fl^-K14CreER^tam^ (cFLIP KO/TNF KO), and TNF^−/−^ (TNF KO) animals were epilated, and tamoxifen was applied for 3–5 days on the epilated back skin. Successful deletion of cFLIP fl/fl alleles upon tamoxifen application, as well as TNF deficiency, was confirmed by PCR (Figure 1A). The epidermal ablation of cFLIP in TNF-deficient animals resulted in a significant amelioration of clinically evident skin inflammation compared to cFLIP animals not lacking TNF (Figure 1B) 5 days after the first tamoxifen application. Loss of TNF delayed the appearance of the typical macroscopic skin alterations in cFLIP-deficient skin, such as reddening, crusting, and skin thickening, but was unable to completely rescue the skin phenotype. However, the skin of animals lacking TNF recovered faster compared with the TNF-expressing cFLIP epidermal KO animals (Figure 1B). Importantly, the severe weight loss and the mortality of mice with acute epidermal cFLIP deletion was completely rescued by TNF deficiency (Figure 1C,D). Together, these observations suggest that cFLIP-controlled systemic symptoms such as weight loss and mortality are TNF-dependent, while the skin reaction only partially depends on TNF.

### 2.2. TNF Deficiency Protects cFLIP-Deficient Epidermis from Hyperproliferation, Dysregulated Differentiation, and Apoptosis

We next examined the early skin phenotype of cFLIP KO/TNF KO mice ex vivo. The immunohistological analysis of skin isolated 72 h after first tamoxifen application (T72H) demonstrated that TNF deficiency partially protected cFLIP-deficient epidermis from the characteristic acanthosis and spongiosis (Figure 2A). The typical acanthotic thickening of the epidermis upon cFLIP deletion was significantly reduced by the absence of TNF. Keratin 14 (K14), keratin 10 (K10), and loricrin stainings demonstrated impaired and dysregulated keratinocyte differentiation in cFLIP-deficient mice whenever TNF was deleted (Figure 2A,B). We previously showed that cFLIP deficiency in epidermis results in fulminant apoptotic cell death and loss of the epidermal layer [7]. In the present study, we addressed whether genetic TNF ablation was sufficient for the complete blockage of cFLIP-controlled apoptosis. Immunohistochemical staining of skin isolated at T72H for active caspase-3 demonstrated a significant reduction in apoptotic keratinocytes in cFLIP-deficient epidermis when TNF was deleted (Figure 2C,D). In contrast, in the cFLIP-deficient animals with additional deletion of RIPK3, active caspase-3 remained unaltered (data not shown). Thus, we could confirm that TNF is the critical factor for apoptosis in keratinocytes in the absence of cFLIP.

### 2.3. The Inflammatory Response in the Skin of Epidermal cFLIP KO Is Partially Dependent on TNF

We next investigated the role of TNF for the inflammatory response in the skin of epidermal cFLIP-deficient animals. Staining for keratin 6 (K6), known to be expressed in the epidermal layer only during inflammatory disease, demonstrated reduced expression in the epidermis of cFLIP KO/TNF KO mice (Figure 3A). Immunohistological staining demonstrated infiltration of CD3^+^ T cells at T72H in both cFLIP KO and cFLIP KO/TNF KO animals (Figure 3A). Quantification of the infiltrated CD3^+^ cells revealed no TNF dependency on the number of infiltrating T cells in the skin of cFLIP epidermal KO animals (Figure 3B). Interestingly, in contrast to CD3^+^ cells, the number of infiltrating Gr-1-positive cells was significantly reduced in the skin of cFLIP KO/TNF KO animals (Figure 3A,C).

To gain further insights into the role of TNF for the inflammatory response in epidermal cFLIP KO skin, we next performed gene expression profiling to compare epidermal messenger RNA (mRNA) isolated from TNF KO, cFLIP KO, and cFLIP KO/TNF KO animals at T72H. 

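Epidermal RNA of TNF KO, cFLIP KO and cFLIP KO/TNF KO mice was measured on 3 microarrays, 1 per genotype, at 72 h after the first tamoxifen application. In the cFLIP-deficient mice, tamoxifen activates a Cre recombinase in keratinocytes, which excises the gene of cFLIP, an inhibitor of caspase-8. TNF KO mice lack TNF in all cells and keep cFLIP, and their epidermis was the reference for both other genotypes. Cflar, the gene of cFLIP, had a log2 signal of 7.00 in TNF KO, 6.29 in cFLIP KO and 6.53 in cFLIP KO/TNF KO epidermis. Tnf had a log2 signal of 5.11 in TNF KO, 5.79 in cFLIP KO and 5.21 in cFLIP KO/TNF KO epidermis. Whether the probes of these genes lie in the deleted parts is not given in the sources used here, so both values check the labels only weakly. No array of wild-type epidermis was used here, so cFLIP KO and TNF KO differ in both genes. The paper gives the Cre transgene in both cFLIP-deficient genotypes and does not give it for TNF KO mice. Differences from TNF KO that both cFLIP-deficient genotypes share therefore cannot be told apart from an effect of Cre.

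RNA was pooled from several animals before hybridisation. The paper gives 3 to 6 animals per group and 3 to 5 days of tamoxifen, and the sample labels give 4 animals and 3 days. With 1 array per genotype there is no replicate error, so no test was run, and "higher" and "lower" describe these arrays only. The authors hybridised Affymetrix Mouse Gene ST arrays, summarised probes by ENTREZ gene with a custom chip definition, corrected the background by robust multiarray analysis and applied quantile normalization. The deposited values run from 2.48 to 13.82, as log2 values of such arrays do, and the paper does not name the log base. Of 24973 values per array, 24015 belonged to a probe set with a gene symbol, which gave 24011 genes after the mean was taken for 4 symbols with several probe sets. Differences of log2 values were then taken as deposited, and genes that differed by at least 2-fold were counted.

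The cFLIP KO array stood apart from the other 2. Its log2 values had a smaller spread (SD 1.78 over genes) than those of TNF KO (2.06) and cFLIP KO/TNF KO (2.04). Pearson's r over genes, which are not replicates, was 0.994 between TNF KO and cFLIP KO/TNF KO and 0.948 between TNF KO and cFLIP KO. Exactly equal values stood on the TNF KO and cFLIP KO/TNF KO arrays for 12618 genes and on the TNF KO and cFLIP KO arrays for 5559 genes. An equal value is therefore reported as equal and not as a measured lack of change. The median difference between cFLIP KO and TNF KO was 0.20 in the 5th and -0.58 in the 9th of 10 groups of genes by signal, so bright genes as a whole lay lower on the cFLIP KO array. A lowess trend of the difference on the mean signal was subtracted as an alternative.

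**Figure D1:**
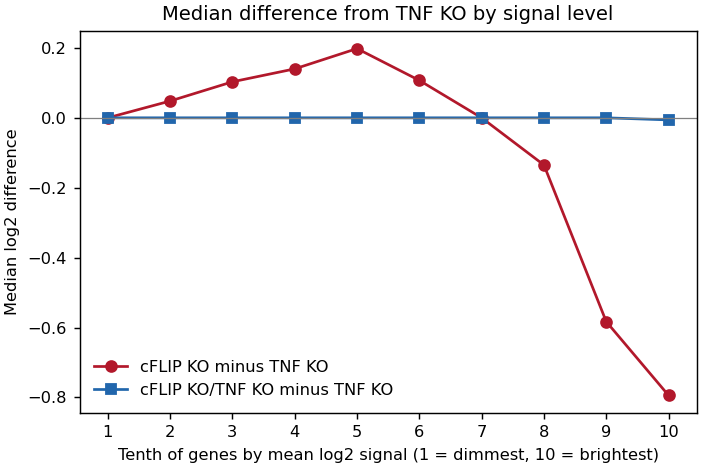
Median log2 difference from TNF KO (vertical axis) in each of 10 groups of genes by mean log2 signal over the 3 arrays (horizontal axis, dimmest to brightest), for cFLIP KO (red circles) and cFLIP KO/TNF KO (blue squares). In the brightest group the median is -0.79 for cFLIP KO and -0.01 for cFLIP KO/TNF KO.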

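The cytokines Il24 and Il19, the macrophage metalloelastase Mmp12 and the chemokines Ccl24 and Ccl9 were higher in the epidermis of both cFLIP-deficient genotypes than in TNF KO epidermis. The log2 difference from TNF KO was 3.93 in cFLIP KO and 3.33 in cFLIP KO/TNF KO for Il24, and 3.38 and 4.22 for Il19. It was 3.84 and 3.12 for Mmp12, 3.71 and 2.85 for Ccl24, and 2.29 and 1.57 for Ccl9. Between cFLIP KO and cFLIP KO/TNF KO, these 5 genes differed by less than 2-fold as deposited, from -0.85 for Il19 to 0.85 for Ccl24. That held only as deposited, since Il24, Mmp12, Ccl24 and Ccl9 were at least 2-fold higher in cFLIP KO than in cFLIP KO/TNF KO under each of the 4 other scalings, with 1.17, 1.38, 1.43 and 1.44 after the lowess trend. Il19 stayed within 2-fold and below 0 under all of them. The study chose these genes on the same arrays, so their direction is not independent evidence.

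Of 14 chemokines that attract T cells, listed before the data were examined but with the paper's heat maps seen, 12 were measured. Compared with TNF KO, 3 were at least 2-fold higher in cFLIP KO (Ccl17 with 2.06, Cxcl10 with 1.73 and Ccl28 with 1.07) and 3 in cFLIP KO/TNF KO (Ccl17 with 2.99, Cxcl10 with 2.09 and Cxcl9 with 1.34). None was at least 2-fold lower in either, and under scaling by reference genes 6 were higher in cFLIP KO. Ccl17 is a ligand of CCR4, a receptor of skin-homing T cells, and Cxcl9 and Cxcl10 are ligands of CXCR3. The list's median difference between cFLIP KO and cFLIP KO/TNF KO was -0.05, and it turned to 0.38 when arrays were scaled by 10 reference genes, 0.51 when they were scaled by Actb and 0.03 after a repeated quantile normalization. Of 12 chemokines and growth factors that attract monocytes and eosinophils, 6 were at least 2-fold higher and 1 at least 2-fold lower in cFLIP KO, and 6 were higher in cFLIP KO/TNF KO, among them Ccl7 with 2.08 and 2.14, and 3 were higher in cFLIP KO/TNF KO under scaling by Actb. Between cFLIP KO and cFLIP KO/TNF KO, the list's median was -0.03 with 0 members at least 2-fold higher in cFLIP KO as deposited, and 0.33 to 0.53 with 3 or 4 such members under the 4 other scalings. The highest member of this list is Ccl24, which the study chose on these arrays, so the list is not independent evidence of direction. The monocyte and macrophage markers had median differences from TNF KO of 0.47 in cFLIP KO and 0.75 in cFLIP KO/TNF KO, an order that turned under all 4 other scalings, with a median between the 2 genotypes of -0.13 as deposited and 0.10 to 0.43 under these. Of 17 T cell markers, many of them dim or listed at equal values, none was at least 2-fold higher in either, and Cd3g, a chain of the CD3 complex, was at -1.96 in cFLIP KO and -0.03 in cFLIP KO/TNF KO. Their median difference was 0.00 in both, which turned in cFLIP KO to -0.17 after the lowess trend and 0.32 under scaling by reference genes, and to -0.52 in cFLIP KO/TNF KO under scaling by Actb. The paper counted CD3-positive cells on skin sections that include dermis. The T cell markers here are RNA of epidermis, so they do not measure that infiltration.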

Focusing on inflammation-related genes involved in the attraction of inflammatory cells, we detected a group of genes known to be related to modulation of T cell activity and attraction [12,13], which were upregulated in the cFLIP-deficient epidermis independently of TNF (Figure 4B). These data are in line with the unchanged number of infiltrating CD3-positive cells in the skin of both cFLIP KO and cFLIP KO/TNF KO animals. In contrast, several genes involved in the attraction of neutrophils, such as Cxcl2, Lcn-2, and Ccl4, demonstrated TNF-dependent upregulation in cFLIP-deficient epidermis (Figure 4A), corresponding to the decreased number of Gr-1-positive granulocytes. Moreover, we detected increased secretion of Lipocalin-2 from immortalized keratinocytes upon cFLIP deletion in a TNF-dependent manner (Figure 4F). 

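Several chemokines and alarmins that attract neutrophils were higher in cFLIP KO than in TNF KO epidermis, and by much less or not at all in cFLIP KO/TNF KO epidermis. Cxcl2, a ligand of the neutrophil receptor CXCR2, had a log2 difference from TNF KO of 2.96 in cFLIP KO and 0.16 in cFLIP KO/TNF KO. For Lcn2, which encodes lipocalin-2, the differences were 2.79 and 1.32, and for Ccl4 they were 3.06 and 1.01. Cxcl3, another CXCR2 ligand, differed by 4.10 in cFLIP KO and 1.09 in cFLIP KO/TNF KO. Ccl3 (2.95 and 0.80), Il1b (2.53 and 0.73) and Trem1, a receptor that amplifies myeloid inflammation (1.98 and 0.18), ran the same way. Scaling by Actb lowers each difference of cFLIP KO/TNF KO by 0.52, which is more than the values of Cxcl2 and Trem1 there. The study chose these genes on the same arrays, and the list that follows holds some of them, so neither is independent evidence of direction.

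The 20 neutrophil-attracting factors were listed before the data were examined but with the paper's heat maps seen. Of them, 9 were at least 2-fold higher in cFLIP KO than in TNF KO, 3 were at least 2-fold lower and 8 lay in between. In cFLIP KO/TNF KO, 3 were at least 2-fold higher and 2 at least 2-fold lower, and the higher ones numbered 1 under reference genes or repeated quantile normalization and 0 under Actb. The higher ones in cFLIP KO included the alarmins S100a8 (1.47) and S100a9 (1.92). The 3 lower ones were the interleukin-36 genes, listed under their older symbols Il1f6 (-3.33), Il1f8 (-4.39) and Il1f9 (-1.87), which encode cytokines of differentiated keratinocytes. The list's median difference in cFLIP KO was 0.25, above 99.97% of 10000 random lists of the same size and signal. It lies between 2 dim members, Cxcl5 (0.24) and Il17f (0.26), and rose when dim genes were left out, as given further below. With the 3 interleukin-36 genes left unmatched, as their newer symbols alone would have left them, the median was 1.33, a setting chosen after the data were seen. In cFLIP KO/TNF KO the median was 0.05, above 99.9% of random lists, so this rank does not separate the 2 genotypes. That median turned to -0.06 under scaling by reference genes and -0.48 by Actb. Of 19 neutrophil markers, 8 were at least 2-fold higher in cFLIP KO than in TNF KO, among them Clec4d with 2.19, and 1 in cFLIP KO/TNF KO, and under reference genes 12 were higher in cFLIP KO. That 1 was Ly6c2, a gene of the Gr-1 antigen, with a log2 signal of 5.32 in TNF KO, 6.21 in cFLIP KO and 7.20 in cFLIP KO/TNF KO, against the direction of the list, and Ly6g was listed at 2.79 on all 3 arrays. Their median difference was 0.83 in cFLIP KO, and in cFLIP KO/TNF KO it was 0.05 as deposited, -0.06 under reference genes and -0.47 under Actb. The paper sets the genes of Figure 4B beside the number of CD3-positive cells, which did not depend on TNF, and those of Figure 4A beside the lower number of Gr-1-positive granulocytes. The paper counted these cells on skin sections that include dermis, unlike the epidermal RNA of the arrays. It adds quantitative PCR of IL-1β and CXCL2 and the secretion of lipocalin-2 by immortalized keratinocytes. Its discussion proposes that the TNF loop is dispensable for cytokines that attract T cells but critical for proteins that attract neutrophils.

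**Figure D2:**
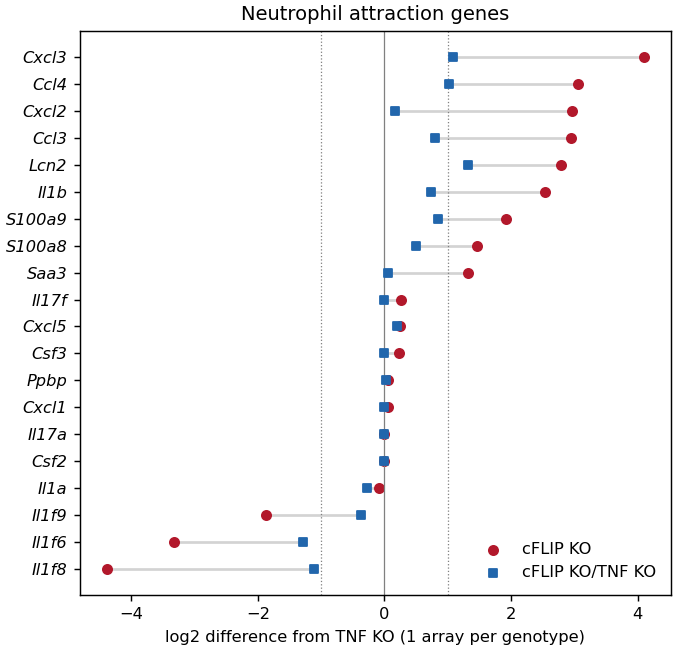
Log2 difference from TNF KO (horizontal axis) of each of the 20 neutrophil-attracting factors (vertical axis) in cFLIP KO (red circles) and cFLIP KO/TNF KO (blue squares), 1 array per genotype; dotted lines mark 2-fold. Cxcl3 lies furthest to the right in cFLIP KO (4.10) and Il1f8 furthest to the left (-4.39).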

Additional quantitative real-time PCR analysis of epidermal mRNA isolated from cFLIP KO and cFLIP KO/TNF KO animals demonstrated a lack of upregulation of the proinflammatory genes IL-1β and CXCL2 in epidermis of cFLIP KO/TNF KO, suggesting that the regulation of both inflammatory genes in cFLIP-deficient keratinocytes is TNF-mediated (Figure 4C–E). Additionally, the gene expression profile demonstrated a significant TNF-dependent downregulation of genes related to the epidermal barrier complex, such as Kallikrein-related peptidase-8 (Klk8), Filaggrin (Flg), Il-18, and caspase-14 (Casp14) [14,15,16,17] (Figure 4A). This might explain the ameliorated skin phenotype in cFLIP KO/TNF KO.

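Genes of the cornified layer were far lower in cFLIP KO than in TNF KO epidermis, and much closer to TNF KO in cFLIP KO/TNF KO epidermis. Klk8, a protease of desquamation, had a log2 difference from TNF KO of -2.33 in cFLIP KO and -0.59 in cFLIP KO/TNF KO. Flg, the gene of filaggrin, differed by -2.64 and -0.36, and both were at least 2-fold lower in cFLIP KO than in cFLIP KO/TNF KO as deposited, while Klk8 was at -0.99 there after the lowess trend. Il18 had a log2 signal of 9.77 in TNF KO, 6.07 in cFLIP KO and 9.16 in cFLIP KO/TNF KO, and Casp14, the caspase that takes part in filaggrin breakdown, 10.82, 6.82 and 9.98. The late envelope gene Lce1e had the largest negative difference of the genes the paper names, with -4.87 in cFLIP KO and -1.06 in cFLIP KO/TNF KO. Ctsa (-2.12 and -0.66) and Nlrp10 (-1.83 and 0.01) were also lower in cFLIP KO.

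The 30 genes of the cornified envelope and late differentiation were listed before the data were examined but with the paper's heat maps seen. Of them, 23 were at least 2-fold lower in cFLIP KO than in TNF KO, 1 was at least 2-fold higher and 6 lay in between. In cFLIP KO/TNF KO, 2 were at least 2-fold lower, and 13 under scaling by Actb. The list holds several genes that the study chose on these arrays and is not independent evidence of direction. Its median difference was -2.14 in cFLIP KO and -0.41 in cFLIP KO/TNF KO, below all 10000 random lists in both. Of 21 genes that make the lipid barrier, 19 were at least 2-fold lower in cFLIP KO and 1 in cFLIP KO/TNF KO (11 under Actb), with the lipases Lipn (-3.89) and Pnpla1 (-3.02) among the lowest in cFLIP KO. The medians of this list were -2.18 and -0.54. Suprabasal differentiation genes had a median difference of -1.39 in cFLIP KO, with 12 of 16 at least 2-fold lower, and of -0.54 after the lowess trend was subtracted, with 5 of 16 lower (8 after repeated quantile normalization). Basal layer genes had a median difference of -0.07, which turned to 0.25 under scaling by reference genes, 0.50 after the lowess trend and 0.26 after a repeated quantile normalization. These barrier genes are bright, where the cFLIP KO array lay low as a whole. After the lowess trend was subtracted, the medians in cFLIP KO were -1.45 for the cornified list and -1.39 for the lipid list.

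**Figure D3:**
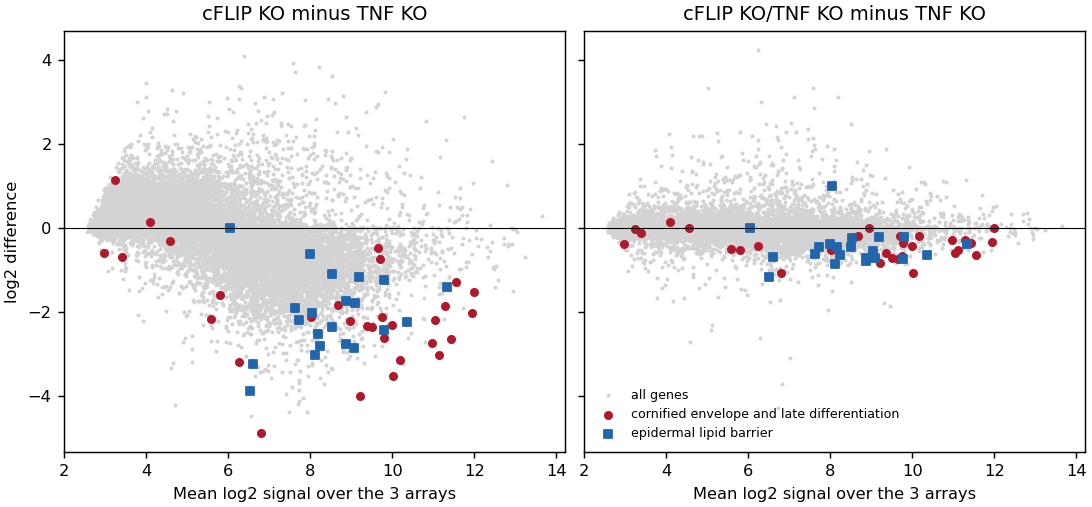
Log2 difference from TNF KO (vertical axis) against mean log2 signal over the 3 arrays (horizontal axis) for cFLIP KO (left) and cFLIP KO/TNF KO (right). Grey points are all genes, red circles the 30 cornified envelope genes and blue squares the 21 lipid barrier genes, whose medians in cFLIP KO are -2.14 and -2.18.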

## 3. Discussion

cFLIP, FADD, and caspase-8 are key molecules controlling programmed cell death. Our previous studies demonstrated the crucial regulatory function of cFLIP isoforms for the formation and regulation of the intracellular signaling platform called the ripoptosome. This platform is capable of mediating both apoptotic and necroptotic signaling pathways [3]. FADD or caspase-8 deficiency in skin results in spontaneous necrosis of keratinocytes in vivo, causing an inflammatory skin disease [5,6].

In a previous study, we clarified the role of cFLIP for skin homeostasis and integrity in vivo. We demonstrated that the fulminant cell death in cFLIP-deficient keratinocytes in vivo and in vitro is exclusively apoptotic and can be inhibited by TNF-neutralizing antibodies [7]. Both in vitro and in vivo, cFLIP-deficient keratinocytes require the activated TNF-mediated autocrine loop in order to initiate TNF-mediated apoptosis. Here, we confirmed that TNF is the critical factor for epidermal apoptosis in the cFLIP-deficient epidermis. The protective role of cFLIP for apoptotic cell death was greatly dependent on TNF, as the rapid appearance of active caspase-3 in the epidermal keratinocytes was strongly inhibited in the skin of TNF-deficient cFLIP epidermal KO animals. cFLIP was suggested to be a critical factor for the inhibition of TNF complex II [18], as well as the ripoptosome [3]. In the present study, we used a new genetic model with TNF deficiency and inducible deletion of the epidermal cFLIP. Upon acute deletion of cFLIP in adult skin, homeostasis was disturbed, the animals lost weight, and some of the animals could not recover and died. We now show that both increased weight loss and partial mortality were promoted by TNF signaling. Interestingly, no complete rescue of the clinical skin phenotype was identified. Epidermal cFLIP KO mice lacking TNF also developed an ameliorated inflammatory skin macroscopic phenotype, which was delayed in comparison to the TNF-expressing animals. These results are in line with the data obtained from mice lacking caspase-8 or FADD in the skin, where the deletion of TNF or TNF-R1 also delayed the skin phenotype [5,6]. Severe dysregulation of keratinocyte homeostasis was also demonstrated in a genetic mice model with specific keratinocyte deletion of HOIP and HOIL, components of the linear ubiquitin chain assembly complex (LUBAC) [19,20]. HOIL and HOIP epidermal KO mice demonstrated fulminant keratinocyte cell death and lethal dermatitis. Despite the probably different mechanisms driving cell death induction versus inflammatory skin disease (Figure 5) in these mouse models, TNF signaling was shown to be only partially involved in this process.

On the basis of the present data and published reports regarding dysregulation of the keratinocyte homeostasis resulting in cell death and inflammation, we postulate the following scenario: NF-κB activation promotes the expression of numerous target genes, including proinflammatory genes, cFLIP (NF-κB inhibitor), and TNF (NF-κB inducer). The LUBAC is critically required to activate NF-κB signaling; therefore, absence of the LUBAC may lead to ripoptosome formation and cell death. cFLIP deficiency results in blocking of NF-κB [21], promotion of ripoptosome formation, caspase-8 activation, and apoptosis [3]. Abrogation of TNF signaling results in ameliorated and delayed inflammatory skin disease. TNF signaling is able to promote both inflammation and cell death most probably via the ripoptosome. Since, in both cFLIP KO/TNF KO and LUBAC component KO animals, cell death and inflammation were not completely blocked, we hypothesize that there are other inflammation/cell death inducers, which are capable of inducing either NF-κB or other proinflammatory signaling pathways. As the keratinocytes are strategically the first line of defense against environmental factors, it is not surprising that they also play an important role in the regulation of the inflammatory response in the skin [4]. A number of proinflammatory signaling pathways can be activated in the epidermis of patients suffering from various inflammatory skin disease [22,23,24]. Moreover, it was recently demonstrated that specific CARD14 signaling in keratinocytes is responsible for psoriasiform skin inflammation in mouse models, independently of the adaptive immune system [25]. Our data highlight that TNF signaling in cFLIP-deficient keratinocytes is the critical factor for the regulation of skin inflammatory responses via modulated cytokine and chemokine expression and, therefore, the attraction of immune cells. Our data suggest that autocrine TNF loop activation upon cFLIP deletion is dispensable for the expression of cytokines responsible for T-cell attraction, but is critical for the increased expression of proteins attracting neutrophils. We detected a TNF-dependent upregulation of several known chemoattractants for neutrophils, such as Cxcl2 and Lcn-2. Lcn-2 is upregulated in psoriatic skin both in human and in mice models, and it appears to have a pathogenic role in psoriasis [26,27]. Lcn-2 was not only upregulated in circulating neutrophils in psoriatic patients, but also in activated keratinocytes [27]. Our TNF/cFLIP epidermal KO mice model reacted with a TNF-dependent increased Lcn-2 expression in epidermis in line with a massive infiltration of neutrophils. Importantly, we showed that immortalized keratinocytes secreted increased amounts of Lipocalin-2 upon cFLIP deletion in a TNF-dependent manner. Epidermal dysfunction and keratinocyte injury were suggested to be at least some of the causes inducing keratinocytes to secrete Lcn-2 in psoriasis [27]. Consistent with this, keratinocyte-specific ablation of cFLIP resulted in dysregulated cellular homeostasis, which promoted the expression of proinflammatory genes related to neutrophil attraction, including Lcn-2. Additionally, we detected TNF-dependent changes in gene expression related to the epidermal barrier. This can explain the ameliorated macroscopic skin manifestation in the cFLIP epidermal KO animals lacking TNF.

Previous reports using genetic models indicated that dysregulation of cell death and TNF signaling in keratinocytes is a potent inducer of inflammatory skin disease [5,6,7,19,20,28]. In accordance, TNF is not the single driver of cell-death-induced inflammation in the skin of cFLIP epidermal KO animals. Alternatively, TNF-independent signaling pathways must be activated upon cFLIP deletion as well, which still has to be determined. For example, it would be interesting to analyze the role of TNF-like weak inducer of apoptosis (TWEAK) signaling, since this pathway was shown to contribute to the control of skin homeostasis and inflammation and have a role in the development of the inflammatory skin disease psoriasis [29,30,31]. Taken together, our findings provide insights into the regulation of the epidermal cell death and inflammation and warrant future analyses of the impact cFLIP and TNF in a number of inflammatory skin pathologies including psoriasis and toxic epidermal necrolysis.

## 4. Materials and Methods

### 4.1. Mice

To generate cFLIP^fl/fl^ K14CreER^tam^ TNF^−/−^ (cFLIP KO/TNF KO) mice, cFLIP^fl/fl^ K14CreER^tam^ (cFLIP KO) mice [7] were crossed with TNF KO mice. cFLIP deletion was induced by topical application of tamoxifen (25 mg/mL) (Sigma, St. Louis, MO, USA) on restricted, epilated back skin. Tamoxifen was applied for 3–5 days. All animals in this study were treated in full compliance with the guidelines for animal care approved by the institutional German Animal Care Committee (LANUV, Recklinghausen, Germany; Az.: 84-02.04.2016.A003).

### 4.2. Genotyping Multiplex PCR

DNA was isolated from the epidermis using a standard DNA isolation procedure. The presence of the wild-type, floxed, or Cre-excised (deleted) cFLIP allele was confirmed by multiplex PCR. Three pairs of primers were used for simultaneous detection of wild-type (wt), cFLIP floxed (fl), and excised (x) allele as outlined. TNF deletion was confirmed by conventional PCR. Primer sequences are available upon request.

### 4.3. Histology and Immunohistochemistry

Firstly, 72 h after the first tamoxifen application, skin was isolated, formalin-fixed, and paraffin-embedded. The following primary antibodies were used for fluorescence microscopy: K14, K10, loricrin (Covance, Princeton, NJ, USA), and cleaved caspase-3 (Asp175; Cell Signaling Technology, Danvers, MA, USA). Secondary biotin-conjugated antibodies were from Vector Laboratories (Burlingame, CA, USA), i.e., Cy-2/Cy-3-conjugated streptavidin. Image processing was applied identically for all samples and controls. Quantification of or immunofluorescence labeling of histological slides was performed semiquantitatively by three independent investigators blinded to the treatment of the respective mouse in at least 20–25 fields of each sample.

### 4.4. Primary Keratinocyte Isolation and Immortalization

PKs were isolated from newborn complete skin or adult tail skin and immortalized using spontaneous immortalization CnT-PR medium (CELLnTEC, Bern, Switzerland). Immortalized keratinocytes were transduced with an LV construct expressing Cre-Recombinase or control LV.

### 4.5. Lentiviral Expression of Cre in PKs and Immunoblotting

The pFU Cre SV40 puro W construct was kindly provided by John Silke (WEHI, Melbourne, Australia). Lentivirus-expressing Cre-recombinase was generated in HEK cells.

### 4.6. Statistical Analysis

The standard error of mean (SEM) was determined for three independent experiments performed with immortalized keratinocytes pooled from 3–5 newborn animals. Student’s *t*-test was used for statistical data analysis. Significance is stated whenever *p* was <0.05.

### 4.7. RNA Isolation and Real-Time qPCR

RNA isolation from epidermis or cultured PKs was performed with RNeasy Kit (Qiagen, Venlo, The Netherlands; Hilden, Germany). For complementary DNA (cDNA) synthesis, SuperScript II Reverse Transcriptase (Invitrogen, Waltham, MA, USA) was used with a mixture of random nanomers and oligo dT primers in a ratio 10:1. RT-qPCR analysis was performed using KAPA SYBR Fast qPCR (Peqlab, Erlangen, Germany) in the Abi 7300 (Thermo Fischer Scientific, Waltham, MA, USA) real-time thermal cycler. Equal cycling conditions were used to amplify genes of interest and reference gene products. Mean values were calculated using data obtained from three independent experiments. Normalization of each experiment was performed to β-actin expression. Primer sequences and details for qPCR cycling conditions are available upon request.

### 4.8. Affymetrix GeneChip Oligoarray Analysis

mRNA from was isolated from epidermis of 3–6 animals per group and pooled. The Affymetrix GeneChip Mouse Gene 2.0 ST Array (Thermo Fisher Scientific, Waltham, MA, USA) was used according to the manufacturer’s instructions. A Custom CDF V. 22 with ENTREZ-based gene definitions was used to annotate the arrays [32]. Quantile normalization and robust multiarray analysis background correction were used for normalization of fluorescence intensity. An analysis of variance was performed to identify differentially expressed genes using the commercial software package SAS JMP Genomics, V. 7 (SAS Institute, Cary, NC, USA). The level of significance was a 0.05 false positive rate with false discovery rate correction (GEO accession number: GSE161649).

## Figures and Tables

**Figure 1:**
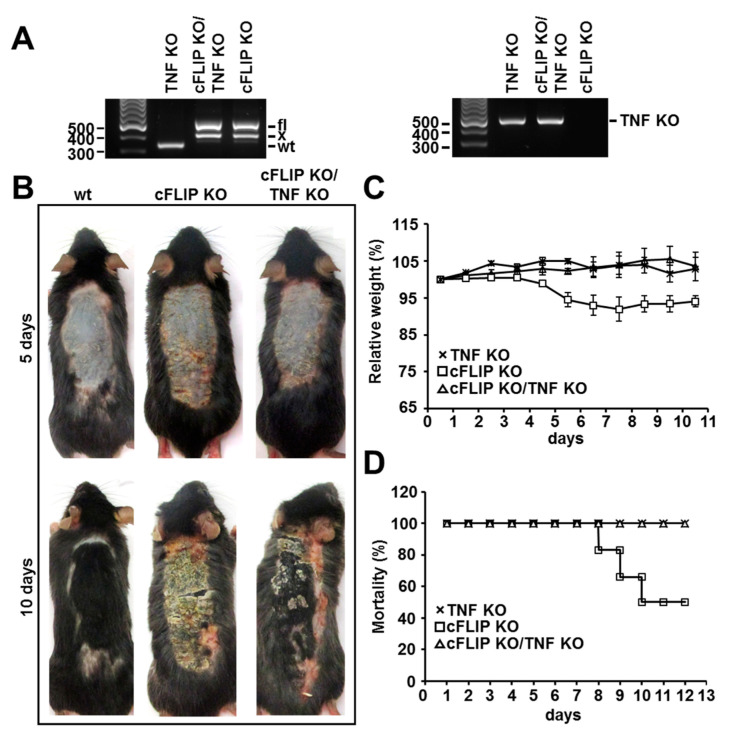
TNF promotes inflammatory skin disease, increased weight loss, and mortality in epidermal cFLIP KO. (**A**) Detection of tamoxifen-induced excision of the cFLIP allele (x) and TNF deficiency in the epidermis. DNA was isolated from the epidermis of TNF KO, cFLIP KO, and cFLIP KO/TNF KO mice and analyzed using PCR. fl, floxed allele; WT, wild-type allele; x, excised allele. (**B**) Macroscopic phenotype of control, cFLIP KO, and cFLIP KO/TNF KO animals at 5 and 10 days. Representative photographs of mice (6–10 mice per group) are shown. (**C**) Relative weight and (**D**) survival analysis (*n* = 6) of TNF KO, cFLIP KO, and cFLIP KO/TNF KO mice after 5 days of tamoxifen application.

**Figure 2:**
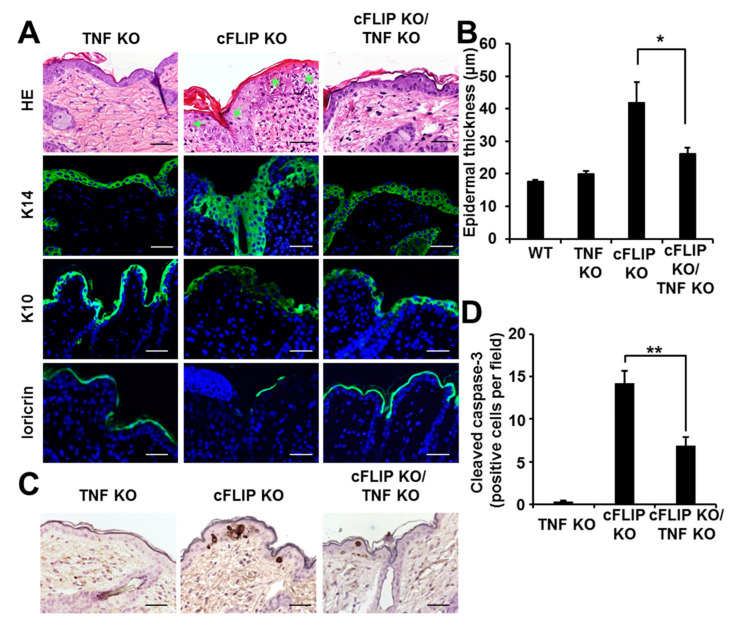
TNF signaling is required for epidermal hyperplasia upon acute loss of cFLIP and is critical for epidermal apoptosis in the absence of cFLIP. (**A**). Skin sections at T72H from TNF KO, cFLIP KO, and cFLIP KO/TNF KO animals stained with hematoxylin and eosin staining (H&E), keratin 14, keratin 10, and loricrin. Arrows: pyknotic nuclei; stars: intraepidermal pustules. Scale bars represent 50 µm. Blue: DAPI; green: K14 or K10 staining, respectively. (**B**). Epidermal thickness of skin isolated at T72H from TNF KO, cFLIP KO, and cFLIP/TNF KO mice, compared to skin isolated from wild-type mice (5–6 animals per group). (**C**). Skin section collected at T72H and stained with H&E along with an antibody against cleaved caspase-3 (brown). Scale bars represent 50 µm. (**D**). Quantification of the cleaved caspase-3-positive cells per microscopic field; * *p* < 0.05; ** *p* < 0.01.

**Figure 3:**
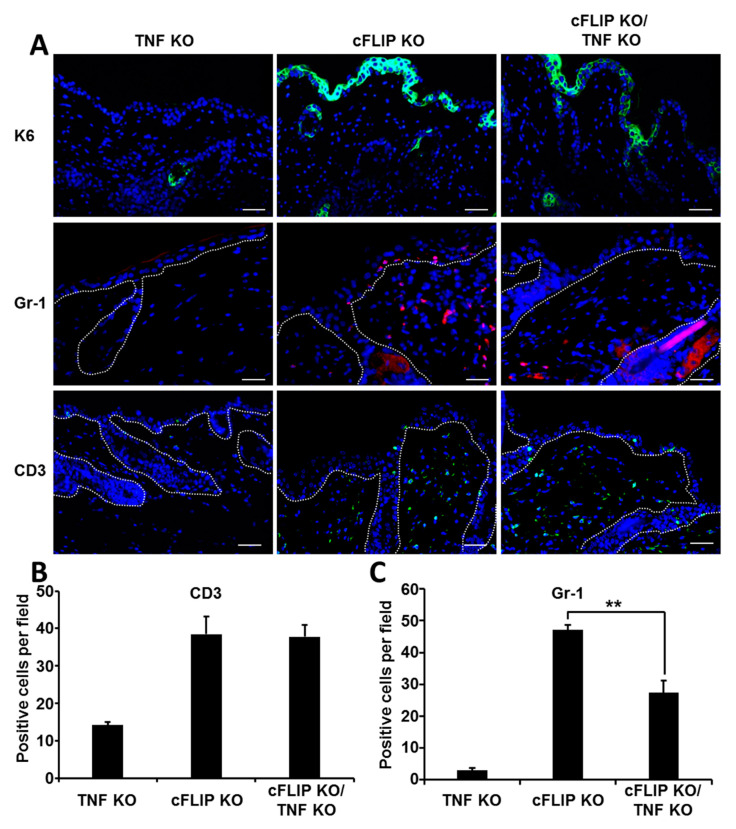
TNF signaling is required for the rapid dermal influx of granulocytes, but not for CD3^+^ T cells in cFLIP-deficient epidermis. (**A**). Skin section at T72H isolated from TNF KO, cFLIP KO, and cFLIP KO/TNF KO animals stained for Gr-1, CD3, and keratin 6. Blue: DAPI; green: K6, or CD3^+^T, respectively; red: Gr-1 staining. White dashed line: boundary between epidermis and dermis. Scale bars correspond to 50 µm. Quantification of (**B**) CD3- and (**C**) Gr-1-positive cells per microscopic field; ** *p* < 0.01.

**Figure 4:**
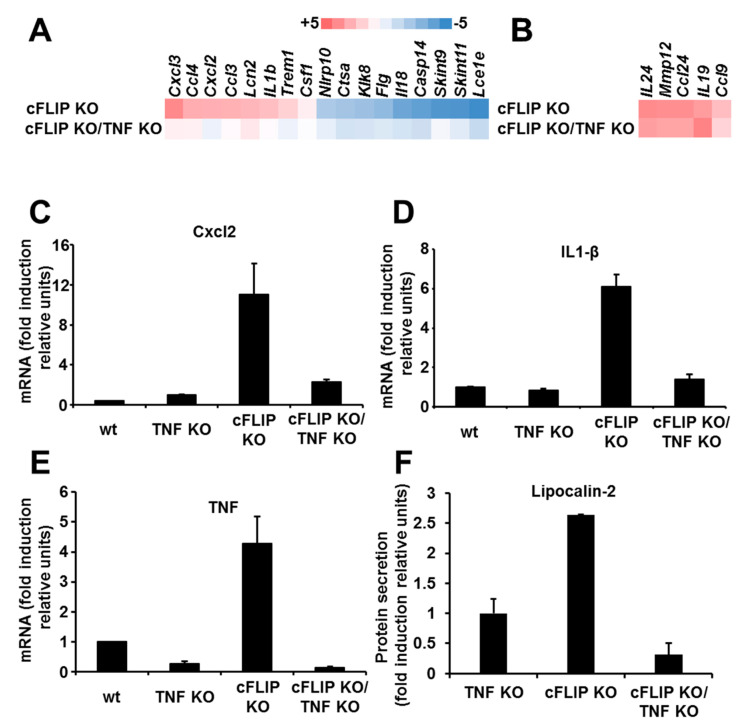
TNF-dependent modulation of gene expression in cFLIP-deficient epidermis. (**A**,**B**) Heat maps of inflammatory genes related to (**A**) TNF-dependent and (**B**) TNF-independent genes in epidermis isolated from cFLIP KO and cFLIP KO/TNF KO mice compared to TNF KO mice. The array experiment was performed with messenger RNAs (mRNAs) pooled from 3–6 animals per genotype. (**C**–**E**) mRNA expression of (C) Cxcl2, (D) Il-1β, and (**E**) TNF in epidermis isolated from control, TNF KO, cFLIP KO, and cFLIP KO/TNF KO mice. Error bars represent the standard error of the mean (SEM) of two independent experiments. (**F**). Lipocalin-2 secretion from immortalized keratinocytes isolated from TNF KO, cFLIP KO, and cFLIP KO/TNF KO mice. Immortalized keratinocytes were pooled from three independent experiments.

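Across all genes, the cFLIP KO array differed from the TNF KO array far more than the cFLIP KO/TNF KO array did. In cFLIP KO, 932 genes were at least 2-fold higher and 2198 at least 2-fold lower than in TNF KO. In cFLIP KO/TNF KO, 151 were higher and 54 lower. After the lowess trend was subtracted, 1091 genes were lower in cFLIP KO, and among protein-coding genes other than olfactory and vomeronasal receptors, a set chosen after the data were seen, 536 were higher. Of 1365 olfactory and vomeronasal receptor genes, 72 were at least 2-fold higher and 0 lower in cFLIP KO and 2 were higher in cFLIP KO/TNF KO, of 535 microRNA genes 72 were higher in cFLIP KO and 1 in cFLIP KO/TNF KO, and of 105 snoRNA genes 29 and 1. The snoRNA genes are bright, with a median log2 signal of 8.12 over the arrays, and their median difference in cFLIP KO was 0.53, against the direction of bright genes as a whole. Between cFLIP KO and cFLIP KO/TNF KO, 798 were higher and 1937 lower in cFLIP KO, with 427 higher in the protein-coding set and 849 lower after the lowess trend. Besides genes shown in the heat maps, the highest in cFLIP KO relative to TNF KO included Clec7a, the receptor dectin-1 of myeloid cells (log2 signal 6.49 in TNF KO, 10.10 in cFLIP KO and 8.96 in cFLIP KO/TNF KO). Chil3 (3.22), Acod1 (3.21) and Slfn4 (3.14) were also among the highest in cFLIP KO. So were Speer4cos (3.33), Rnu3a (3.24), Higd1c (3.13), Speer4c (3.11) and Esp6 (2.99), so this group is not made of immune genes alone. Cd14, a coreceptor for bacterial lipopolysaccharide, was higher in cFLIP KO only (2.88 and -0.22). Skint9 (-4.38 and 0.41) and Skint11 (-4.47 and -0.21), of a family of keratinocyte and thymic membrane proteins, were among the lowest in cFLIP KO. Xist, which bears on the sex makeup of the pools as given further below, was also among them (-3.95 and 0.41). The protease inhibitor gene Serpinb7 (-4.18 and -0.34) was also among the lowest. Spink7, another protease inhibitor gene, was low in both (-4.20 and -4.35).

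Of the 932 genes higher in cFLIP KO than in TNF KO, 709 (76.1%, 95% Wilson interval 73.2 to 78.7) were also at least 2-fold higher than in cFLIP KO/TNF KO. Of the 2198 lower genes, 1776 (80.8%, interval 79.1 to 82.4) were also at least 2-fold lower than in cFLIP KO/TNF KO. The intervals cover counting error over genes only, not error between animals. Both comparisons use the cFLIP KO array, and shuffling each gene's 3 values among the arrays gave 26.2% and 61.1%. These shuffled shares follow from how many genes are low or high on a single array, so they are no reference for dependence on TNF. The TNF KO and cFLIP KO/TNF KO arrays differ little. High shares would therefore arise if the cFLIP KO array stood apart for any reason. At least 2-fold higher in both cFLIP-deficient genotypes than in TNF KO were 75 genes, against 5.86 for independent lists, 51.9 for unchanged arrays that share the TNF KO array and 623 after shuffling. At least 2-fold lower in both were 42 genes, against 4.94, 32.6 and 270. The differences of the 2 genotypes from TNF KO correlated across genes with r = 0.410, against 0.501 after shuffling, and their covariance was 0.061 against 0.150. The overlaps thus lie above the first 2 of these references, and part of them may come from the shared TNF KO array. The shuffled numbers exceed the 151 higher and 54 lower genes of cFLIP KO/TNF KO, the most that could overlap, so they decide nothing. The unchanged arrays were simulated with equal noise. On the real arrays, the SD of the difference from TNF KO was 0.68 for cFLIP KO and 0.22 for cFLIP KO/TNF KO.

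The balance of higher and lower genes depended on the scaling of the arrays. Of the genes at least 2-fold different between cFLIP KO and TNF KO, 29.8% were higher as deposited, 45.9% after the lowess trend, 46.6% after a repeated quantile normalization and 60.9% under scaling by reference genes. Between cFLIP KO and cFLIP KO/TNF KO these shares were 29.2%, 49.1%, 48.0% and 74.9%. Between cFLIP KO/TNF KO and TNF KO they were 73.7% as deposited and 62.4% under scaling by reference genes. Scaling by reference genes moved the median of all genes by 0.32 for cFLIP KO and by -0.11 for cFLIP KO/TNF KO relative to TNF KO, and scaling by Actb by 0.04 and -0.52. Between cFLIP KO and cFLIP KO/TNF KO these scalings moved it by 0.43 and 0.56.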

**Figure 5:**
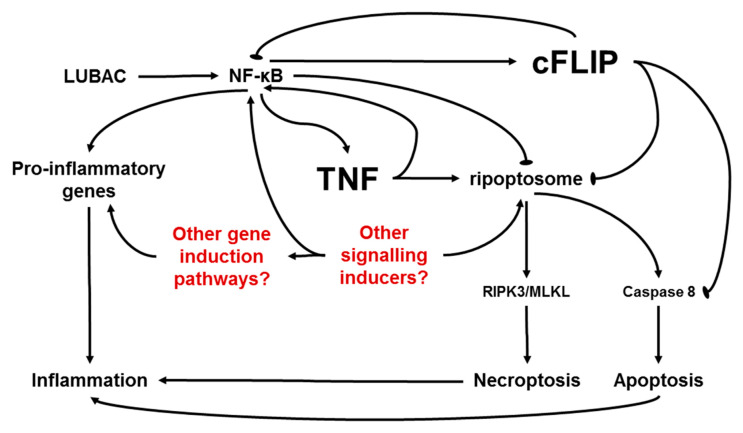
Suggested mechanism of NF-κB-mediated cell death and inflammatory signaling in keratinocytes with dysregulated homeostasis. The LUBAC is required for NF-κB activation which promotes expression of target genes, including proinflammatory genes, cFLIP (NF-κB inhibitor), and TNF (NF-κB inducer). TNF-induced signaling can lead either to inflammation or to cell death via the ripoptosome. The ripoptosome is able to direct the cell to either necroptosis (through RIPK3/MLKL activation) or apoptosis (though caspase cascade activation). cFLIP can block the apoptotic function of the ripoptosome, and NF-κB can entirely block the formation of the ripoptosome. Possible additional factors involved in the suggested mechanism are marked in red.

How the deposited data were processed for this re-analysis (not part of the article)

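The data were 3 microarrays of pooled epidermal RNA, 1 each of TNF KO, cFLIP KO and cFLIP KO/TNF KO mice, taken 72 h after the first tamoxifen application. Samples were assigned to genotypes from the genotype label, the pool number and the descriptions, together with the paper's methods and the legend of Figure 4. The title of the cFLIP KO/TNF KO sample is worded differently from its other labels, and the other labels were followed. The paper and the labels differ in the animals pooled and in the days of tamoxifen, as given at the introduction of the experiment.

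The authors deposited log2 values, made by robust multiarray background correction and quantile normalization with a custom chip definition by ENTREZ gene. The submitters' processing notes name RMA, and its version is not given in the sources used here. The paper's analysis of variance with false discovery rate correction was not repeated, because 1 array per genotype leaves no residual error. No p-value, standard error or count of significant genes was therefore computed. Arrays have no read depth, and their number limits the precision.

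Gene symbols were taken from the platform annotation by ENTREZ identifier. Of 24973 values per array, 958 had no symbol in that table and were left out, and none had several. Of the 24015 named ones, 23922 were also in the reference gene table, which was used for gene types, older symbols and neighbouring genes. List members were matched by symbol or by an older symbol. No filter on dim genes was applied in the main setting.

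Per gene, 3 differences of log2 values were taken, for cFLIP KO and cFLIP KO/TNF KO against TNF KO and between the 2 cFLIP-deficient genotypes. Genes that differed by at least 2-fold were counted. The genes that the paper names, the 15 highest and 15 lowest of each comparison with a signal at or above the median of all values on at least 1 array, and the 4 members furthest from 0 in each of 36 gene lists could be named. Other members of the lists and the T cell receptor genes were picked for naming after the data were seen. Predicted genes, microRNAs, snoRNAs and olfactory and vomeronasal receptors were passed over in the highest and lowest. This rule and the lists were fixed before the data were examined, although the heat maps of Figure 4 had been seen. The median difference of each list was placed among the medians of 10000 random lists of the same size, matched in 20 bins of mean signal, which describes these arrays only. Overlaps and the correlation were set beside the mean of 100 shuffles of each gene's values among the arrays, beside independent lists and beside simulated unchanged arrays.

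The alternatives were thresholds of 1.5-fold and 3-fold, leaving out genes below the median signal, scaling by Actb or by the mean of 10 reference genes, subtracting a lowess trend (share 0.3 of genes, 3 iterations), a repeated quantile normalization, a floor at the 25th percentile, the list mean, unmatched random lists, Spearman's coefficient and the probe set with the highest mean. Counts of protein-coding genes other than olfactory and vomeronasal receptors, and lists matched by the listed symbol only, were added after the data were seen, as were counts of list members and of the genes of Figure 4B past 2-fold under each scaling. A first test of the neutrophil-attracting list, whether its median lay near 0 after the lowess trend, was dropped because the median was near 0 before the trend was subtracted. A count of members that stayed at least 2-fold higher was dropped too, because subtracting the trend raises bright genes and so could not lower the count. The highest fitted shift at the signal of any member was used instead.

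The steps were tested on simulated data for cFLIP KO against TNF KO, with 200 of 24011 genes changed by 1.5 on the log2 scale. Without a trend, 195 of them and 11 unchanged genes passed 2-fold. With a trend on the signal, 157 of them and 820 unchanged genes passed, and after the lowess trend was subtracted 198 and 13 did. The simulated trend was a straight line. Its noise was smaller than the spread between the real cFLIP KO and TNF KO arrays, where the SD of the difference was 0.68. These numbers therefore test the steps and give no rate of false calls for the real arrays. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, statsmodels 0.14.6 and matplotlib 3.10.9.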

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

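The tests of a weaker or noisier cFLIP KO array and of its level-dependent shift were chosen after the results were seen, and the tests of the Tnf locus, sex makeup, keratinocyte share and neutrophil RNA were set before.

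Gene lists that the paper does not discuss stood above TNF KO. Interferon response genes had a median log2 difference of 1.71 in cFLIP KO/TNF KO. Genes of the wound response and EGFR ligands had a median difference of 1.12 in cFLIP KO, and the highest of them was Mmp12 (3.84), which the study chose on these arrays. Adipocyte markers had a median difference of 1.84 in cFLIP KO/TNF KO, where fibroblast markers had 0.34 and sebaceous gland markers 0.54 (-0.18 and 0.02 under scaling by Actb).

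The cFLIP KO array differed from both others over many genes. In the test of sequence carried along with the Tnf knockout, 8.06% of 310 genes within 5 Mb of Tnf were at least 2-fold different from both arrays in 1 direction. Elsewhere 10.4% of 23607 genes were, a ratio of 0.78, so genes near Tnf held no excess. With 2449 such genes elsewhere and 25 near Tnf, these neighbours were too few to be a main source at any ratio, and the test says no more. Over 1365 olfactory and vomeronasal receptor genes, the SD of the difference from TNF KO was 3.68 times larger for cFLIP KO than for cFLIP KO/TNF KO, in line with a weaker or noisier signal on that array, but 72 were at least 2-fold higher and 0 lower, and with a median signal of 2.81 near the lowest value of 2.48 this cannot part noise from a one-way rise of dim signals. A different sex makeup of the pools cannot be told apart from the genotypes. The log2 signal of Xist was 8.58 in TNF KO, 4.62 in cFLIP KO and 8.98 in cFLIP KO/TNF KO. A difference in sex makeup thus remains possible in every comparison with cFLIP KO. Xist differed by -3.95 between cFLIP KO and TNF KO, while the Y-linked genes Eif2s3y (-0.66), Kdm5d (-0.43) and Uty (-0.37) were lower too. In cFLIP KO against cFLIP KO/TNF KO, Xist differed by -4.36, Eif2s3y by 0.93, below the bound of the test, and Kdm5d and Uty by 0.00. Between cFLIP KO/TNF KO and TNF KO, Xist differed by 0.41 and the lowest of the Y-linked genes by -1.59, so sex makeup cannot be told apart there either. The loss of cFLIP in the presence of TNF and an RNA composition that differs, with bright snoRNA genes higher by a median of 0.53, were not tested and stay open, since 1 array per genotype cannot part them from the array itself.

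Barrier genes were low in cFLIP KO. A smaller share of keratinocyte RNA would lower basal genes as well, but the median difference of the basal list was 0.035 times that of the cornified list. The basal median was -0.04 to 0.50 under the other scalings, so this ratio is not stable. Suprabasal genes, which the prediction also named, did fall, with a median of -1.39, or -0.54 after the lowess trend. Only the basal part of the prediction was tested, so this cause is not settled. The test of the level-dependent shift of the array argued against it as the whole cause, because the cornified median stayed at -1.45 after the trend was subtracted, below every random list, although the shift may account for part of the deposited value. A loss of differentiated layers and a lower expression within them were not tested and both stay open.

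Several neutrophil-attracting factors were high in cFLIP KO. The test of the level-dependent shift gave a fitted shift of at most 0.22 at the signal of any of the 20 members. The shift ran from -0.86 to -0.25 for the 9 that were at least 2-fold higher, so it did not raise these 9. The median difference was at most 0.20 in any of the 10 groups of genes by signal, so the test would have ended alike for any list. RNA of infiltrating neutrophils cannot be told apart from expression in keratinocytes, because Mpo, Elane, Ngp, Camp, Ltf, Cxcr2, Csf3r and Retnlg had a median difference of 0.55, between the bounds set for the test. Elane, Ngp, Camp and Ltf had log2 signals of 2.75 to 3.65, below the median of all values (4.23), so this median could report neutrophil RNA only weakly. The others differed by 1.18 (Csf3r), 0.71 (Retnlg), 0.69 (Mpo) and 0.39 (Cxcr2). Induction in keratinocytes stays open and was not tested on these arrays.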

How the results depend on the processing

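The counts of protein-coding genes and the lists matched by the listed symbol only were chosen after the data were seen. So were the counts of list members and of the genes of Figure 4B past 2-fold under each scaling. The other alternatives were chosen before. No paired analysis was possible because each genotype had 1 array, and leaving out replicates was not possible either. The counts that involve cFLIP KO cannot be given without the doubted cFLIP KO array. Only the comparison of cFLIP KO/TNF KO with TNF KO takes no values from that array. This comparison may still depend on that array, because the authors' quantile normalization may have included it. Several medians near 0 changed sign under another scaling, as did the balance of higher and lower genes under reference genes, and these are given with the results. A count was taken as kept within 1.5 times, a share within its 95% interval, and a median or single gene within 1.5-fold.

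For cFLIP KO against TNF KO, the 932 higher genes became 2575 at 1.5-fold, 277 at 3-fold, 2051 under reference genes and 536 among protein-coding genes, and the 2198 lower genes 3723 at 1.5-fold, 822 at 3-fold, 1319 under reference genes, 1091 after lowess and 1170 after quantile normalization. For cFLIP KO/TNF KO against TNF KO, the 151 higher genes became 355 and 55 and the 54 lower genes 250 and 18 at 1.5-fold and 3-fold. For cFLIP KO against cFLIP KO/TNF KO, the 798 higher genes became 2419 at 1.5-fold, 197 at 3-fold, 2509 under reference genes and 427 among protein-coding genes, and the 1937 lower genes 3669 at 1.5-fold, 605 at 3-fold, 842 under reference genes, 849 after lowess and 993 after quantile normalization. The share of the higher genes that were also higher than in cFLIP KO/TNF KO became 88.0% at 1.5-fold, 58.1% at 3-fold, 91.7% under reference genes, 83.0% after quantile normalization and 70.7% among protein-coding genes. The share of the lower genes became 91.3% at 1.5-fold, 65.8% at 3-fold, 59.4% under reference genes, 67.9% after lowess and 76.0% after quantile normalization. The thresholds move counts by construction, and the cause was not tested for the others.

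The neutrophil-attracting list moved to 1.92 in cFLIP KO against TNF KO and 1.27 against cFLIP KO/TNF KO without dim genes, where the cause was not tested, and to 1.33 and 0.98 with the listed symbols only, which drops 3 low genes. After lowess the cornified list moved to -1.45 and -0.93 and the lipid list to -1.39 and -0.92 in these comparisons, and suprabasal genes to -0.54 in cFLIP KO against TNF KO. The mean of the Skint family there was -2.24. Of 130 differences of single genes, 26 moved after lowess and 6 after quantile normalization. Scaling by Actb or reference genes moves all genes alike by less than 1.5-fold, so it could not move a single gene or a list median past this limit and shows nothing here. The values kept were 92 list medians, 24 of them under reference genes, 28 counts, shares and correlations and 12 list percentiles. The 5 genes of Figure 4B lay within 2-fold between cFLIP KO and cFLIP KO/TNF KO as deposited, and 1 of them did under each other scaling. The choice of probe set applied to no gene named.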

Differences from the paper's values

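The colours of 44 cells of the heat maps in Figure 4A and B, for 22 genes, were read and compared with the log2 differences from TNF KO. No cell differed by more than the reading error of 0.5, and the largest gap was 0.45. The unit of the colour scale was taken to be the log2 difference.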

Other observations

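The genes of the gamma and delta T cell receptor, and the counts under other scalings, were chosen after values were seen. Interferon response genes were higher in both cFLIP-deficient genotypes than in TNF KO, with 8 of 20 at least 2-fold higher in cFLIP KO and 13 in cFLIP KO/TNF KO, and none at least 2-fold lower; under reference genes 13 were higher in cFLIP KO. Ifit1 differed from TNF KO by 1.75 in cFLIP KO and 3.11 in cFLIP KO/TNF KO, Usp18 by 0.82 and 2.48, and Rsad2 by 2.47 and 2.36. The list's median difference between cFLIP KO and cFLIP KO/TNF KO was -0.61 as deposited and -0.05 when the arrays were scaled by Actb. In the list of the wound response and EGFR ligands, the matrix metalloproteinase gene Mmp13 (2.76 and 1.89) and the urokinase receptor gene Plaur (2.35 and 0.64) were higher than in TNF KO, while Ereg was lower (-3.22 and -1.50).

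The Skint family, whose member Skint1 is needed for epidermal gamma delta T cells to develop, was lower in cFLIP KO, with 7 of 11 at least 2-fold lower and a median difference of -2.92. In cFLIP KO/TNF KO the median was 0.15, which turned to -0.38 under scaling by Actb, and none was at least 2-fold lower. The 4 genes of the gamma and delta receptor chains looked at were lower in cFLIP KO, with differences of -2.38 for Trgv5, -1.79 for Trdv4, -1.29 for Trgc1 and -1.71 for Trgc2, against -0.77, -0.20, -0.11 and -0.06 in cFLIP KO/TNF KO. Of 15 genes of cholesterol synthesis, 9 were at least 2-fold lower in cFLIP KO and none in cFLIP KO/TNF KO, with a median of -1.31 in cFLIP KO. After the lowess trend or a repeated quantile normalization only 2 of these were at least 2-fold lower, and the median after lowess was -0.54. Of 19 hair shaft and inner root sheath genes, 4 were at least 2-fold lower in cFLIP KO and 5 in cFLIP KO/TNF KO (10 under Actb), with Krt71 at -3.30 and -4.28 and Krt27 at -1.68 and -2.62 (cFLIP KO and cFLIP KO/TNF KO against TNF KO). Of 7 adipocyte genes, 5 were at least 2-fold higher in cFLIP KO/TNF KO and none in cFLIP KO, with Adipoq at -0.02 and 1.86, Retn at 0.16 and 1.94 and Fabp4 at -1.78 and 1.84. Lists of other skin tissue also had medians above TNF KO in cFLIP KO/TNF KO as deposited, 0.34 for 11 fibroblast markers and 0.54 for 10 sebaceous gland markers. These medians became -0.18 and 0.02 under Actb, and none of these markers was at least 2-fold higher there under any scaling.

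For genes of proteins that the paper stained on sections, the arrays gave these values besides those of Ly6g and Ly6c2. Krt6a was listed at 12.9 on all 3 arrays, and Krt14 at 13.00, 12.98 and 13.00 in TNF KO, cFLIP KO and cFLIP KO/TNF KO. Lor, the gene of loricrin, was at 12.01, 10.16 and 11.72. Krt10 was at 13.48, 12.78 and 13.43, and Krt6b at 13.08, 12.99 and 13.06. Ly6c1, of the Gr-1 antigen, was at 2.83, 2.88 and 2.82. Of the CD3 genes, Cd3g was at 7.44, 5.48 and 7.41 and Cd3e at 5.65, 5.24 and 5.43, and Cd3d was listed at an equal value on all 3. Casp8, the gene of caspase-8, which the discussion names, differed from TNF KO by -1.69 in cFLIP KO and -0.05 in cFLIP KO/TNF KO.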
